# Gene expression atlas for the food security crop cassava

**DOI:** 10.1111/nph.14443

**Published:** 2017-01-24

**Authors:** Mark C. Wilson, Andrew M. Mutka, Aaron W. Hummel, Jeffrey Berry, Raj Deepika Chauhan, Anupama Vijayaraghavan, Nigel J. Taylor, Daniel F. Voytas, Daniel H. Chitwood, Rebecca S. Bart

**Keywords:** biotechnology, cassava (*Manihot esculenta*), food security, friable embryogenic callus, gene expression, organized embryogenic structures, RNA sequencing

## Abstract

- Cassava (*Manihot esculenta*) feeds *c*. 800 million people world‐wide. Although this crop displays high productivity under drought and poor soil conditions, it is susceptible to disease, postharvest deterioration and the roots contain low nutritional content.
- Here, we provide molecular identities for 11 cassava tissue/organ types through RNA‐sequencing and develop an open access, web‐based interface for further interrogation of the data.
- Through this dataset, we consider the physiology of cassava. Specifically, we focus on identification of the transcriptional signatures that define the massive, underground storage roots used as a food source and the favored target tissue for transgene integration and genome editing, friable embryogenic callus (FEC). Further, we identify promoters able to drive strong expression in multiple tissue/organs.
- The information gained from this study is of value for both conventional and biotechnological improvement programs.

## Introduction

Cassava (*Manihot esculenta*) is the food security crop that feeds *c*. 800 million people worldwide (Liu *et al*., 2011; Howeler *et al*., 2013). Although this crop displays high productivity under drought and poor soil conditions, it is susceptible to disease, postharvest physiological deterioration and the roots contain low nutritional content (Gegios *et al*., 2010; Stephenson *et al*., 2010; Vanderschuren *et al*., 2014; Patil *et al*., 2015; Uarrota *et al*., 2016). Cassava improvement programs are focused on addressing these constraints but are hindered by the crop's high heterozygosity, difficulty in synchronizing flowering, low seed production and a poor understanding of the physiology of this plant (Ceballos *et al*., 2004). Among the major food crops, cassava is unique in its ability to develop massive, underground storage roots. Despite the importance of these structures, their basic physiology remains largely unknown, especially the molecular genetic basis of storage root development. Similarly, in cassava, the favored target tissue for transgene integration and genome editing is a friable embryogenic callus (FEC) (Taylor *et al*., 2001, 2012; Bull *et al*., 2009; Zainuddin *et al*., 2012; Nyaboga *et al*., 2013). Little is known concerning gene expression in this tissue, or its relatedness to the somatic organized embryogenic structures (OESs) from which it originates (Gresshoff & Doy, 1974; Taylor *et al*., 2012; Chauhan *et al*., 2015). Here, we provide molecular identities for 11 cassava tissue/organ types through RNA‐sequencing and develop an open access, web‐based interface for further interrogation of the data. Through this dataset, we report novel insight into the physiology of cassava and identify promoters able to drive specified expression profiles.

## Materials and Methods

### Plant material and tissues/organs sampled

Samples were taken from 3‐month‐old TME 204 cassava plants, grown in a glasshouse at the Donald Danforth Plant Science Center (St Louis, MO, USA). Plants were established from *in vitro* micropropagated plants (Taylor *et al*., 2012) and grown in a 12 h :12 h, light : dark photoperiod, 250–500 μmol s^−1^ m^−2^ irradiance. Day time temperatures ranged from 28 to 32°C with 70% relative humidity, and night time temperatures ranged from 25 to 27°C with 70% relative humidity. The following samples were harvested at 14:00 h: leaf blade, leaf midvein, petiole, stem, lateral buds, shoot apical meristem (SAM), storage roots, fibrous roots, and root apical meristem (RAM). For nonmeristem samples, *c*. 100 mg of material was collected in three separate biological replicates. For the SAM and RAM, six meristems were dissected and pooled for each of three biological replicates. For all sample types, razor blades and dissecting scopes were used to isolate the target material as much as possible though we note that clear organ boundaries do not exist for many of these sample types. All samples were frozen in liquid nitrogen after collection. Samples of TME 204 OES and FEC were generated as described previously (Chauhan *et al*., 2015). The OES induced on DKW/Juglans basal salts (*Phyto*Technology Laboratories, Shawnee Mission, KS, USA) containing Murashige and Skoog (MS) vitamins and supplemented with 2% w/v sucrose, 50 μM picloram was sampled after 4 wk of culture. The OES was separated from the nonembryogenic materials and collected in 2 ml sampling tubes. FEC tissues were sampled after 3 wk of culture on Gresshoff and Doy basal medium supplemented with 2% w/v sucrose, 50 μM picloram, 500 μM tyrosine and 50 mg l^−1^ moxalactam. Approximately 200–250 mg of material was collected and the tubes containing the materials were immediately placed on dry ice.

### Preparation of RNA‐seq libraries and Illumina sequencing

For nonmeristem samples, total RNA was isolated with the Spectrum Plant Total RNA Kit (Sigma). For SAM and RAM tissues, total RNA was isolated with the Arcturus PicoPure RNA Isolation Kit. RNA quality was assessed on an Agilent Bioanalyzer. For library preparation with samples other than SAM and RAM, 5 μg of RNA was used as input. For SAM and RAM, six samples were pooled to obtain a total of 500 to 600 ng each. The NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA, USA) was used to isolate mRNA, which was then used for library prep using NEBNext mRNA Library Prep Master Mix Set for Illumina (New England BioLabs) with 13 cycles of PCR amplification. Standard library prep protocol was followed for all samples, except for the SAM and RAM in which 1 μl of fragmentation enzyme was used instead of 2 μl, and 0.5 μl of random primer instead of 1 μl. Library quality was assessed with the Agilent Bioanalyzer. In total, 32 RNA‐seq libraries were made from 11 different sample types with three biological replicates each, except for storage root which only had two biological replicates. All libraries were multiplexed into one lane of Illumina HiSeq2500.

### Read mapping and gene expression analysis

Illumina RNA‐seq reads from each replicate were cleaned using Trimmomatic v.0.32 (Bolger *et al*., 2014). Using TopHat2 v.2.1.0 (Trapnell *et al*., 2009), these cleaned reads were then mapped to the version 6.1 draft assembly of *Manihot esculenta* AM560‐2 provided on Phytozome v.10.3 (http://phytozome.jgi.doe.gov/pz/portal.html). The read mapping output was linked to candidate gene models for each sample using Cufflinks v.2.2.1 (Trapnell *et al*., 2010). Cufflinks was run using default parameters and the –no‐faux‐reads flag. With this configuration, transcripts with less than 10 reads are counted as 0 and reads mapped to multiple genes are not included. The gene models from all samples of the experiment were merged into one gene model file using Cuffmerge v.2.2.1. Using the output from Cuffmerge and the read mapping files from each replicate, a differential expression analysis between sample types was performed using Cuffdiff v.2.2.1. Quality checks were performed on the Cuffdiff output using CummeRbund v.2.6.1 in R (R Core Team, 2015). The output of Cuffdiff was processed in Python with the pandas, numpy, and seaborn packages to visualize the expression data (McKinney, 2010).

### Multivariate statistics

Analysis of transcript expression profiles began with those transcripts with (1) FPKM (fragments per kilobase of transcript per million reads mapped) values above a threshold of 1 FPKM and (2) those transcripts significantly differentially expressed in at least one pairwise comparison of all sample types against each other. For principal component analysis (PCA) of sample replicates, the prcomp() function in R was used with scaled FPKM values across transcripts as input. For the PCA of transcript profiles, the prcomp() function was again used with scaled mean FPKM values across samples as input. Self‐Organizing Maps (SOMs) were performed using the kohonen package in R. Scaled mean transcript expression values across samples were assigned to four nodes in a 2 × 2 hexagonal topology over 100 training iterations. To focus on those transcripts with expression profiles closest to over‐represented patterns of variance in the dataset, only those transcripts with distances from their respective nodes less than the median for the overall dataset were subsequently used and projected back onto the transcript PCA space. Data visualization for the above was carried out with the ggplot2 package in R, using geom_point() and geom_line() functions, among others. The color space for the above was determined using palettes from colorbrewer2.org.

### Gene ontology (GO) enrichment analysis

GO enrichment analysis was completed using the Python goatools package (https://github.com/tanghaibao/goatools). goatools was run with the –fdr flag to calculate the False Discovery Rate (FDR) error corrected *P*‐value, and the –no_propagate_counts flag to prevent nodes at the root of the GO tree from being included in the analysis. GO terms for each gene were used from the annotation file provided on Phytozome. GO enrichment output was then filtered to include only enriched GO terms with a FDR error corrected *P*‐value < 0.001. For SOM node GO enrichment, each SOM node identified earlier was processed separately. The genes identified as part of the SOM node were used as the study group, and all genes expressed greater than 1 FPKM in at least one tissue/organ with significant differential expression in at least one pairwise comparison were used as the population or background group. For pairwise sample comparison GO enrichment, genes identified as significantly up‐regulated with a |log_2_(fold_change)| > 2 in one sample were treated as one study group to look at each sample separately. This resulted in two GO enrichment analyses for each pairwise comparison. Genes with at least 1 FPKM in either sample were used as the background dataset.

### Identification of genes with strong, constitutive, and tissue/organ‐specific expression patterns

Custom Python code was used in a Jupyter notebook using the Pandas, NumPy, Seaborn, and SciPy packages to organize, process, and display the data (Supporting Information Notes S1). Genes with strong expression across all tissue/organ types were identified using expression values from the gene_exp.diff file produced by Cuffdiff. The genes were first checked for functional annotations, then shortened to a list of genes with a minimum expression of 300 FPKM in each material sampled. Specifically and constitutively expressed genes were identified using expression values from each replicate in the genes.read_group_tracking file produced by Cuffdiff. Genes used were annotated in the AM560‐2 v6.1 assembly on Phytozome v.10.3. For specifically expressed genes, this list was then subset by selecting genes with expression greater than 10 FPKM in the sample(s) specifically expressing the gene, and no more than 1 FPKM in all other samples. For a more relaxed analysis, genes were required to be expressed greater than 8 FPKM in the sample(s) specifically expressing the gene, and no more than 4 FPKM in all other samples. Constitutively expressed genes were identified using the replicate expression data. This list was filtered to include only genes with greater than 40 FPKM in all replicates, and then the coefficient of variation was calculated across all replicates for each gene.

### Data availability

A graphical user interface was created using R shiny (v.0.13.2) to explore the tissue/organ‐specific data and discover trends therein. This application uses data from RNA‐seq differential expression analysis completed with the Tuxedo Suite pipeline (v.2.2.1), functional gene annotations from the Joint Genome Institute's Phytozome, and analysis from principle components (prcomp in R ‘stats’ package v.3.2.3) and self‐organizing maps (som in R ‘kohonen’ package v.2.0.19). The application has two main features: gene discovery based on gene expression patterns across samples; and creation of a tissue/organ‐specific heatmap of known or newly discovered genes for visualizing expression patterns. Detailed instructions are included in the application. The application can be found at: shiny.danforthcenter.org/cassava_atlas/. Additional R packages used in this application include: png (v.0.1‐7), grid (v.3.2.3), ggplot2 (v.2.1.0), shinyBS (v.0.61), shinydashboard (v.0.5.1), DT (v.0.1), stringr (v.1.0.0), mailR (v.0.4.1), and shinyjs (v.0.5.2).

### *In planta* expression assays

Promoter fragments, listed in Notes S2, were cloned from cassava variety TME419 into a pCAMBIA vector upstream of GUS. Constructs were transformed into *Agrobacterium tumefaciens* strain LBA4404. Strains carrying the reporter constructs were re‐suspended in IM media (10 mM MES, pH5.6; 10 mM MgCl_2_; 150 μM Acetosyringeone), incubated at room temperature for 3 h and then infiltrated into *Nicotiana benthemiana* leaves at an OD600 = 0.1. Forty‐eight hours post‐inoculation, leaves were detached and placed in a petri dish. GUS staining solution (0.1 M NaPO_4_ pH7; 10 mM EDTA; 0.1% Triton X‐100; 1 mM K_3_Fe(CN)_6_; 2 mM X‐Gluc) was pipetted on to the detached leaf and a glass tube rolled across the leaf surface to lightly crush the leaf. Leaves were incubated overnight at 37°C. Before imaging, leaves were cleared of chlorophyll through several washes in 95% EtOH. To quantify GUS staining, multiple image processing steps were implemented using ImageJ to obtain the pixel statistics that are reported. The original RGB image was converted to HSL colorspace using the ‘Color Transform’ plugin and the lightness channel was extracted. The image look‐up table was changed to ‘thermal’ and a manually defined circular ROI was created whose size and shape remain constant when gathering the mean and standard deviation of the pixel intensities for each of the strains. Using the same ROI, the image was cropped for each of the strains to display the exact regions sampled.

### Cassava transformation

Reporter constructs were introduced to cassava FEC cells by LBA4404 following our published methods (Chauhan *et al*., 2015).

Data are deposited in GEO repository: accession number GSE82279.

## Results

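The RNA-seq data behind the atlas are 32 libraries, with 3 biological replicates for each tissue/organ type and 2 for storage root. Polyadenylated RNA was sequenced in a single lane, so no sequencing batch separates the libraries. RNA of the SAM and RAM, the shoot and root apical meristems, came from 6 pooled meristems per replicate, was isolated with another kit and was fragmented with less enzyme, so those differences in preparation cannot be told apart from the tissue. OES are organized embryogenic structures and FEC is friable embryogenic callus, both grown in culture. The paper gives 3 wk of culture for the FEC samples, whereas the deposited sample labels give 7 weeks. For each library the authors deposited, per Cuffmerge locus, an FPKM value, the estimated count of fragments and a scaled fragment signal, all made with Cuffdiff from reads mapped to the AM560-2 v6.1 assembly. The FPKM and the fragment counts were used here. The files list 38593 loci, of which 32732 carry a gene name and 5861 do not. Of the named loci, 2063 hold several genes, and 2110 gene names lie on more than one locus, so values of such genes are uncertain. Analyses used the named loci, except that the distances between profiles used every locus. Fragments on named loci ranged from 4175114 in petiole 2 to 24123487 in FEC 3, with a median of 11656665. The median per tissue/organ type was lowest in SAM (6616068 fragments) and highest in FEC (15377287 fragments), with 11985370 in storage root and 11342962 in fibrous root. At 1 FPKM, the median locus carried between 6.62 and 42.99 fragments, depending on the library. FPKM values did not sum to a common total, which ranged from 721761 in FEC 1 to 1665590 in leaf 1. For that reason the counts of called, detected, uniquely, strongly and evenly expressed genes were also computed after rescaling every library to a sum of 1000000 or by the median ratio of genes to their geometric mean. The 10 loci of highest FPKM held 35.4% of the sum in leaf 1 and 10.3% in FEC 1. A few loci therefore weigh heavily on the first rescaling, which serves as a test of sensitivity and not as a better scale. The median ratio divisors lay between 0.958 and 1.05. Alternative settings were chosen before the data were examined, except where the text says otherwise.

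**Figure D1:**
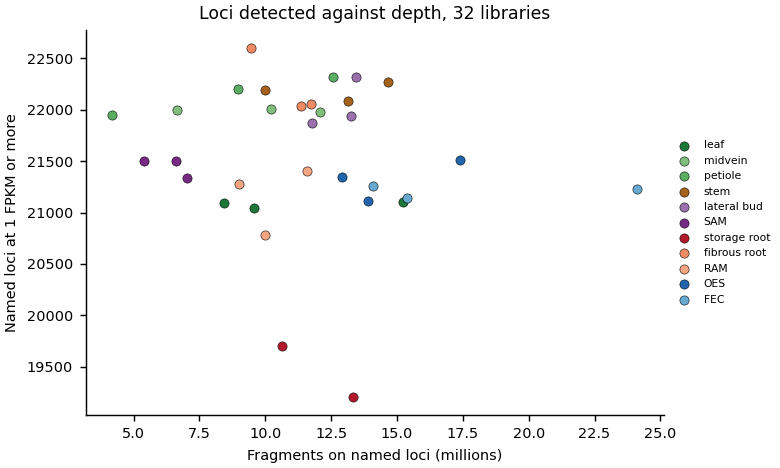
Named loci at 1 FPKM or more against fragments on named loci in each of the 32 libraries, colored by tissue/organ type. Both storage root libraries, at 19699 and 19205 loci, lie below every other library, the lowest of which has 20786.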

To shed light on the development and physiology of cassava plants from a gene expression perspective, 11 tissue/organ types from cassava cultivar TME 204 were sampled for transcriptome profiling (Fig. 1). Gene expression patterns between storage and fibrous roots have previously been investigated with quantitative reverse transcription polymerase chain reaction (qRT‐PCR) (Yang *et al*., 2011). Expression profiles of 76 genes were considered for the previous dataset and that reported here and revealed a 96% consistency (i.e. higher expression in storage root or fibrous roots). Sample type relatedness was assessed based on Jensen–Shannon (JS) distances (Fig. 2) and PCA (Fig. 3). 

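The distance between a pair of sample types was the square root of the JS divergence in base 2, computed between the log10(mean FPKM + 1) profiles over all loci, each scaled to sum to 1. The 55 pairwise distances ran from 0.140 for petiole and stem to 0.348 for leaf and FEC. For the PCA, 27855 named loci had a mean of at least 1 FPKM in at least 1 sample type. Of these, 27301 passed an adjusted p of 0.05 in at least 1 of the 55 pairwise comparisons with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Their FPKM values, scaled per locus, were the input. The paper used its Cuffdiff calls for the same selection. Without the logarithm in the profiles, the distance between OES and FEC rose from 0.209 to 0.287, the largest move among the alternatives that kept base 2.

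**Figure D2:**
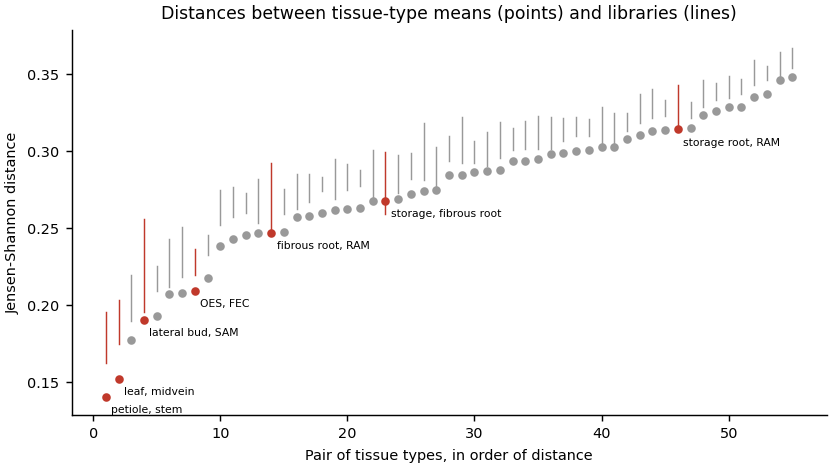
JS distances of the 55 pairs of sample types in increasing order. Points are distances between sample-type means and lines span the distances between single libraries of each pair.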

Biological replicates display a low squared coefficient of variation across expression values and cluster closely together in a PCA. These tests assess variation among the biological replicates and confirm the high quality of the dataset (Fig. S1A, Fig. 3a,b). Both analyses divided the 11 samples into three major groups: aerial (leaf, midvein, petiole, stem, lateral bud, and shoot apical meristem (SAM)), subterranean (storage root, fibrous root and root apical meristem (RAM)), and embryogenic (OES and FEC). 

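Among loci with a mean of at least 1 FPKM, the median squared coefficient of variation between replicates was lowest in OES, at 0.0144 over 21479 loci, and highest in RAM, at 0.0687 over 21600 loci. Storage root, with n = 2, had a median of 0.0236 over 19575 loci. JS distances between single libraries of the same sample type reached 0.185, between lateral bud 1 and lateral bud 2. The smallest distance between libraries of different sample types was 0.162, for a petiole and a stem library, so the ranges of the 31 pairs within and the 465 pairs between sample types overlapped. The nearest library of each of the 32 libraries was nevertheless of its own sample type.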

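Complete linkage of the JS distances, divided into 3 groups, gave the aerial, subterranean and embryogenic groups. Average linkage instead left storage root alone and joined fibrous root and RAM to the aerial group. With loci of at least 1 FPKM, storage root again stood alone, and fibrous root and RAM joined OES and FEC. The grouping with named loci only, an alternative chosen after seeing the data, was the same as with loci of at least 1 FPKM. Without the logarithm, storage root shared a group with 6 other sample types. Leaving out 1 library at a time kept the 3 groups in all fits except those without storage root 1, RAM 2 or RAM 3, where storage root stood alone, and without leaf 2, where it shared a group with 6 others.

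**Figure D3:**
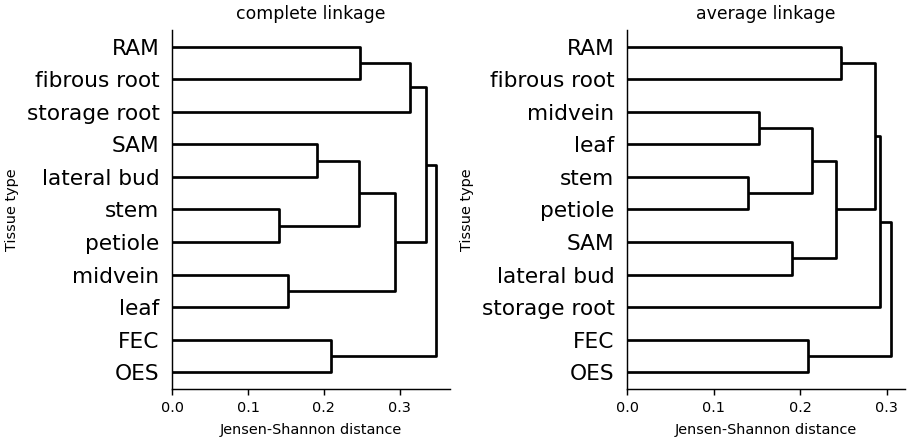
Dendrograms of the JS distances between the 11 sample types, from complete linkage and from average linkage. Storage root joins RAM and fibrous root under complete linkage and joins last among the non-callus samples under average linkage.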

Leaf and midvein, petiole and stem, lateral bud and SAM, and OES and FEC samples cluster together within the dendrogram (Fig. 2b), and occupy similar positions across the first four principal components (PCs), which collectively explain 67.3% of transcript expression level variance (Fig. 3a,b). These groupings are expected, representing leaf blade, vascular, shoot meristem, and callus‐associated tissues/organs. 

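Petiole and stem were the nearest of the 55 pairs (rank 1) and leaf and midvein the next (JS distance 0.152, rank 2). Lateral bud and SAM stood at 0.190 (rank 4), and OES and FEC at rank 8 with an SD of 0.00695 over library pairs. In the PCA of the libraries, PC1 to PC4 explained 20.7%, 14.8%, 13.2% and 10.2% of the variance, 58.9% in sum. Between the mean positions of petiole and stem, the distance was 4.30 on PC1 and PC2 and 11.2 on PC3 and PC4, rank 1 of the 55 pairs on each plane. OES and FEC lay 47.8 apart on PC1 and PC2 and 21.7 apart on PC3 and PC4. Leaf and midvein lay 74.6 and 51.7 apart, and lateral bud and SAM 55.8 and 62.7 apart, on the same planes.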

The root samples show more complicated relationships. 

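The JS distance of storage root was 0.267 to fibrous root (SD 0.0155 over library pairs) and 0.314 to RAM, ranks 23 and 46 of the 55 distances. Stem was as near to storage root as fibrous root was, with a distance that also rounds to 0.267 and rank 22. Fibrous root and RAM were 0.247 apart, rank 14. With 1 library left out at a time, the distance between storage root and fibrous root ranged from 0.262 to 0.284, the highest value without storage root 1.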

Figure 2 indicates storage roots as distant from fibrous roots and RAM (Fig. 2b). Similarly, whereas the RAM, storage root and fibrous root samples cluster closely together when projected onto PC1 and PC2 (Fig. 3a), these samples occupy more disparate positions when evaluated by PC3 and PC4 (Fig. 3b). This indicates that while root samples share common gene expression patterns, sample specific signatures differentiate storage roots from the other subterranean samples.

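On PC1 and PC2, storage root and fibrous root were separated by 46.8, the third smallest of the 55 distances between sample types. Fibrous root and RAM were separated by 82.6 (rank 16) and storage root and RAM by 118 (rank 26). The same pairs were 145 (rank 39), 144 (rank 38) and 266 (rank 55) apart on PC3 and PC4, so storage root and RAM were the most distant pair on that plane. Stem lay nearer to storage root on PC1 and PC2 (44.1, rank 2) than fibrous root did, and petiole at 48.1 (rank 5). Fibrous root was also nearer to stem (52.6) and petiole (53.6) than to RAM there, so that plane does not set the root samples apart.

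**Figure D4:**
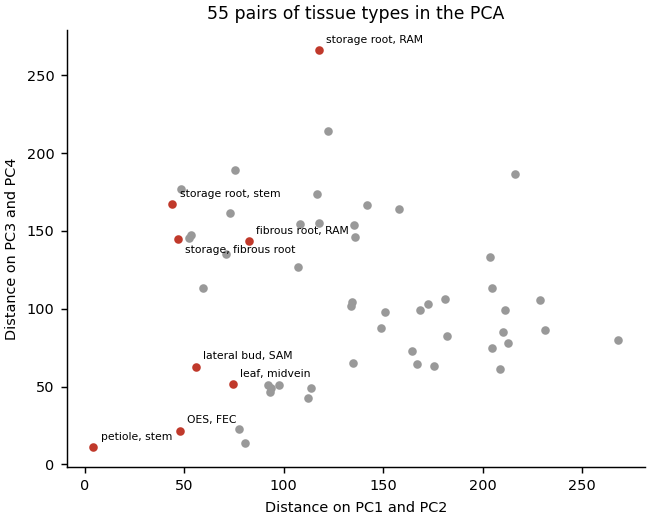
Distances between the mean positions of the 55 pairs of sample types, on PC1 and PC2 (horizontal axis) and on PC3 and PC4 (vertical axis). Storage root and RAM have the largest distance on PC3 and PC4, 266.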

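Counts of differentially expressed genes give the same comparison in another measure. At an adjusted p below 0.05 in edgeR's quasi-likelihood test and a change above 4-fold in mean FPKM, storage root and fibrous root differed in 5353 genes (rank 17 of the 55 pairs from the fewest). Fibrous root and RAM differed in 5419 genes (rank 19), storage root and stem in 5762 (rank 23) and storage root and RAM in 8087 (rank 49). From the positions on the 4 components, the paper reasons that root samples share expression patterns while storage roots carry a signature of their own.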

**Figure 1:**
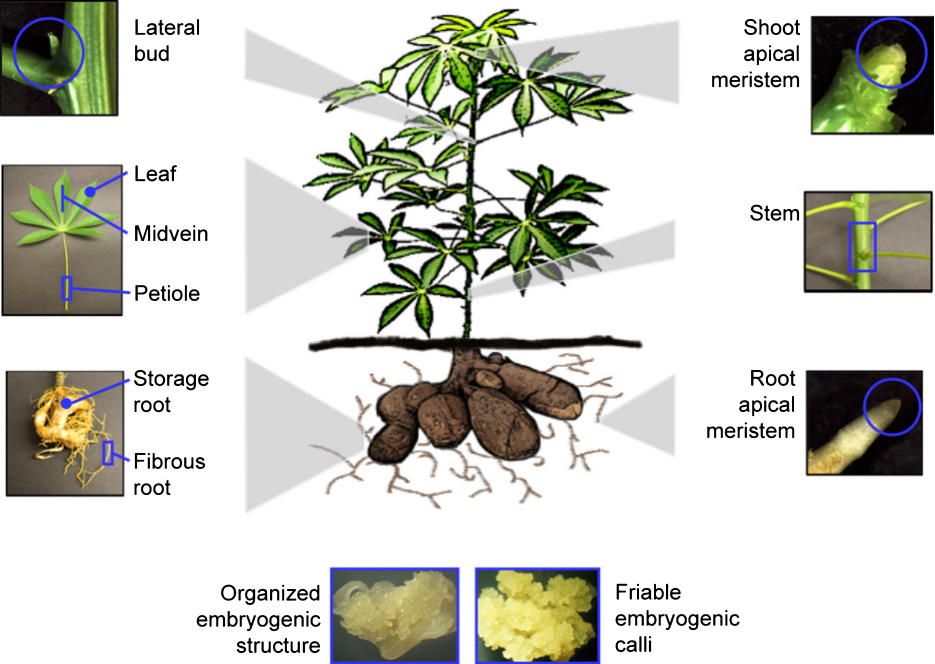
Cartoon and pictures of cassava (*Manihot esculenta*) tissues/organs sampled for gene expression atlas. Eleven sample types were dissected by hand and frozen in liquid nitrogen before processing for RNA sequencing library preparation.

**Figure 2:**
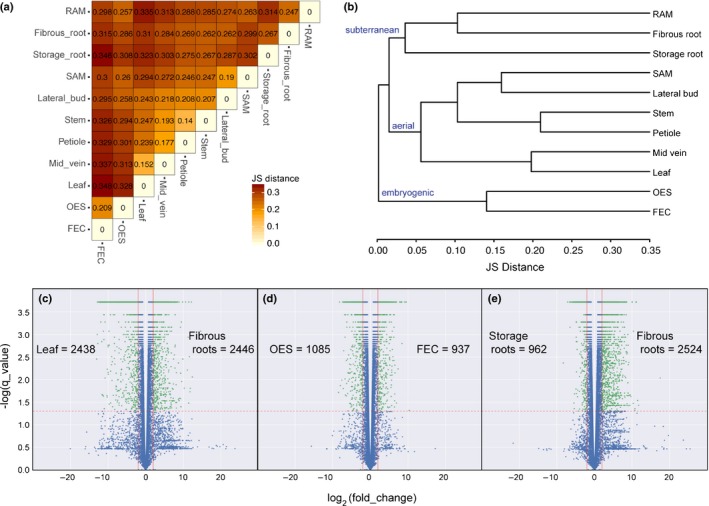
Comparison of global gene expression patterns across 11 cassava (*Manihot esculenta*) tissue/organ types. (a) Heatmap showing every pairwise comparison for the 11 tissue/organ types sampled, as produced by CummeRbund's csDistHeat() method. Lighter colors correspond to more closely related sample types. The numbers in each cell represent the Jensen–Shannon (JS) distance between those two samples using the mean expression values of the biological replicates. (b) Output of CummeRbund's csDendro() method. This dendrogram is created using the JS distances calculated between the consensus expression values of genes for each sample type. A low squared coefficient of variation for biological replicates was observed indicating the high quality of this dataset (Supporting Information Fig. S1A). (c–e) Volcano plots showing the differential expression of genes from leaf to fibrous roots (c), OES to FEC (d) and storage root to fibrous root (e) using FDR corrected *P*‐value as the *y* axis. Number of genes significantly up‐regulated in each sample type, for each comparison, are listed. Red vertical lines: ± log_2_(fold_change) = 2, red horizontal line: log score = 1.3. The green points indicate significantly differentially expressed genes based on these cutoffs. Shoot apical meristem (SAM), root apical meristem (RAM), organized embryogenic structure (OES) to friable embryogenic callus (FEC).

**Figure 3:**
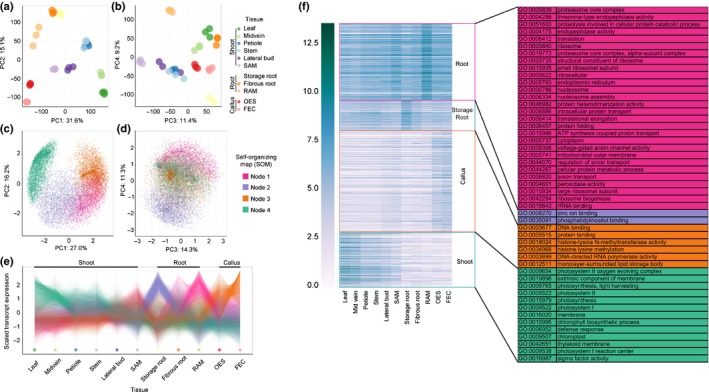
Transcript expression profiles across cassava (*Manihot esculenta*) samples. (a, b) Principal component analysis (PCA) performed on replicates of samples, using transcript expression levels. (c, d) PCA performed on transcript profiles, across samples. Colors correspond to self‐organizing map (SOM) nodes used to find transcripts with similar expression profiles, which cluster together in the PCA space. (e) Scaled transcript expression profiles of SOM nodes across tissue/organ types. (f) Heatmap of genes showing gene expression pattern corresponding to the nodes in (c, d). Gene ontology (GO) terms associated with these genes are listed on the right. Shoot apical meristem (SAM), root apical meristem (RAM), organized embryogenic structure (OES) to friable embryogenic callus (FEC).

Two tissue comparisons within the dataset: OES vs FEC and storage vs fibrous roots, are particularly intriguing, given how little is known about the features distinguishing their physiology. The results of a PCA on the expression profiles of individual transcripts was considered. A SOM was used to identify four main clusters of transcripts with similar expression profiles across samples, which was then projected back onto the PCA transcript space (Fig. 3c,d). 

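A 2-by-2 map of 4 nodes, trained in 100 passes on the scaled sample-type means of the PCA loci, was computed with code written for the purpose, since the kohonen package was not used here. The nodes held 6083, 7960, 7349 and 5909 transcripts. After keeping transcripts nearer to their node than the median distance, 3293, 2877, 3991 and 3489 remained. The nodes were highest in FEC, RAM, leaf and storage root respectively, and the same 4 sample types led a node in each alternative that was run, k-means clustering among them.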

To determine the identities of transcripts with shared expression profiles, we performed GO enrichment analysis for each SOM node (Fig. 3f). In addition, we directly examined the genes most highly differentially expressed between each comparison (Figs 2, 4).

**Figure 4:**
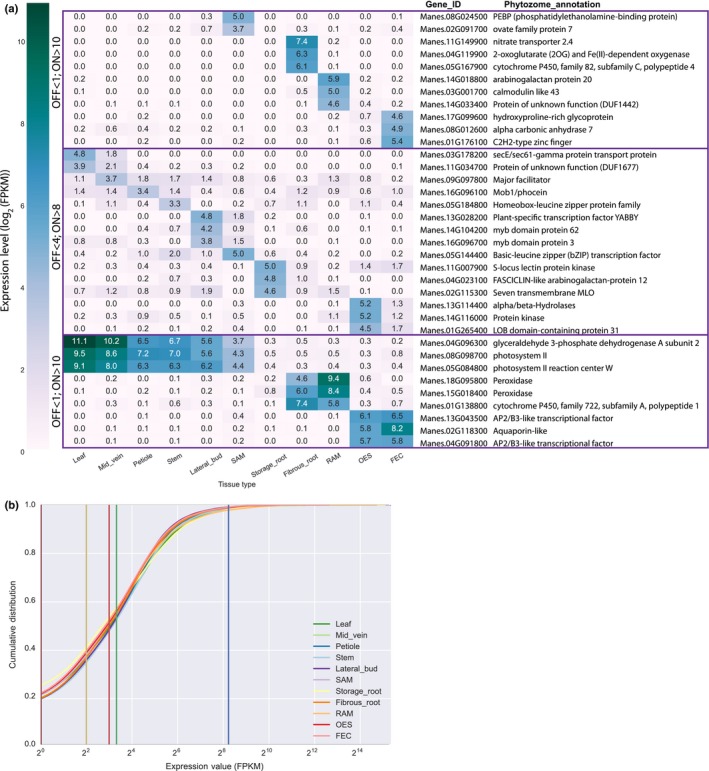
Identification of genes specifically expressed in a single or subset of cassava (*Manihot esculenta*) tissue/organ types. (a) Identification of genes with specified expression patterns. (top; middle) Heatmap of the most highly, uniquely expressed genes in each sample. Requirements for below and above the limits of detectable expression are listed on the left (OFF and ON, respectively). (bottom) Genes expressed highly in a subset of samples are reported. No genes specifically expressed across all subterranean samples (storage root, fibrous root and root apical meristem (RAM)) were identified so storage root was excluded from that group. (b) Cumulative distribution plot of FPKM (fragments per kilobase of transcript per million reads mapped) values of functionally annotated genes with expression in at least one sample type. The vertical lines represent three cutoffs used in the analysis: < 1 FPKM (maroon line) = below the limit of detection; < 4 FPKM (yellow line) = below the limit of detection (relaxed); > 8 FPKM (red line) = detected expression (relaxed); > 10 FPKM (green line) = detected expression; > 300 FPKM (blue line) = highly expressed genes. Shoot apical meristem (SAM), root apical meristem (RAM), organized embryogenic structure (OES) to friable embryogenic callus (FEC).

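Above 10 FPKM in every library of storage root, fibrous root and RAM and below 1 FPKM in every other library, 0 named loci were found. With the limits applied to sample-type means in place of single libraries, 1 locus met them.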

First, we used the earlier approach to examine gene expression patterns for well characterized samples and comparisons. 

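The map node highest in leaf held 7349 transcripts, of which 3991 were nearer than the median distance. Over those 3991, mean scaled expression was 2.22 in leaf and 1.01 in midvein, against 1.49 and 0.815 over all 7349. Over the 3991, the third highest value was in stem, at -0.00935, and the lowest in RAM, at -0.577.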

Node 4 transcripts (teal) are highly expressed in the photosynthetic samples of the leaf and midvein (Fig. 3e). Similarly, comparison of leaf and fibrous roots revealed ~4900 genes differentially expressed greater than four‐fold (|log_2_(fold_change)| > 2) between samples (Fig. 2c; Notes S3). 

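Differential expression was tested with edgeR's quasi-likelihood test on the deposited fragment counts, rounded to whole numbers, in a single fit of all 32 libraries with TMM normalization. A gene was called at an adjusted p below 0.05 (Benjamini-Hochberg) and a ratio of mean FPKM above 4, among genes with a mean of at least 1 FPKM in either sample type. Between leaf and fibrous root, 24723 genes were tested and 7342 called. Of the alternatives, a limit of 10 FPKM in place of 1 moved the count most, to 4298 genes. Changing the test moved it less: limma on log2(FPKM + 1) called 7319 genes, and DESeq2, added after seeing the data, called 7134.

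**Figure D5:**
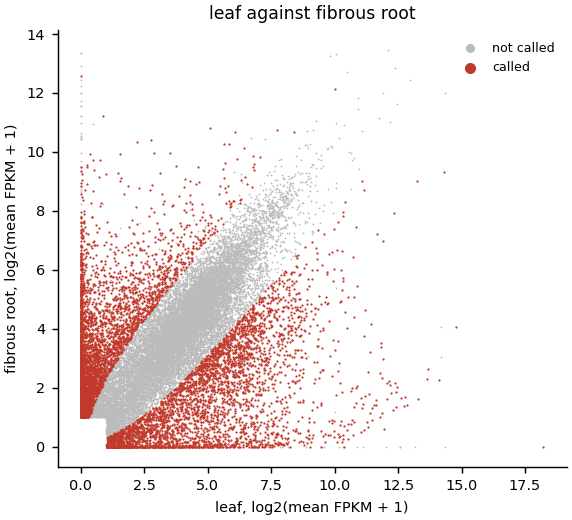
Mean expression in fibrous root against leaf, as log2(mean FPKM + 1), for each gene tested. The 7342 called genes are red.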

A similar number were up‐regulated in each tissue/organ and consistent with the GO term analysis presented in Fig. 3(f), the most highly up‐regulated genes in leaf samples pertained to photosynthesis activity while genes induced in fibrous root were related to lignin, ion binding, and transcription. 

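Of the called genes, 3573 were higher in leaf and 3769 in fibrous root, a share of 51.3% for fibrous root (95% exact Clopper-Pearson interval 50.2 to 52.5%, with genes taken as independent, which they are not). The split depends on the settings. The share for fibrous root was 40.2% with a limit of 10 FPKM and 46.4% with the fold limit on the log2(FPKM + 1) scale. With every library rescaled to a sum of 1000000, 71.5% of 8316 called genes were higher in fibrous root, and the median log2 ratio of all tested genes moved from 0.08 to 0.82. For genes at or below 3 fragments in every library of the lower sample type, the fold change is given as a lower bound at 3 fragments. The log2 fold changes printed for such genes come from edgeR and lie beyond that bound. They are not measured sizes, since the lower sample type has next to no fragments. Ranked by the ratio of mean FPKM, the 3 leading genes in leaf have no annotation in the supplementary lists that were used. Each had at most 1 fragment in any fibrous root library, so the ranking cannot tell which genes differ most. Manes.06G061100 was at 1235 ± 161 FPKM (SD, n = 3) in leaf and 0.119 ± 0.105 in fibrous root, at least 2334-fold higher in leaf, with a log2 fold change of -13.10 (standard error 0.41, adjusted p = 9.2e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Manes.01G073000 was at 35.8 ± 5.66 FPKM in leaf, at least 323-fold higher. The third is a single locus holding Manes.06G006200 and Manes.06G006300, at least 477-fold higher in leaf, whose values cannot be divided between the genes. Photosynthesis genes also differed strongly. Manes.05G015700, annotated as photosystem I P subunit and singled out after its values were seen, was at 2557 ± 422 FPKM in leaf. In fibrous root it was at 0.607 ± 0.190 FPKM. Among genes higher in fibrous root, Manes.13G116000, annotated as an auxin-responsive GH3 family protein (AM560-2 v6.1 chromosome 13, 24358615 to 24361226, 1-based), was at 69.5 ± 7.70 FPKM (SD, n = 3), at least 411-fold higher, with a log2 fold change of 13.79 (standard error 0.88, adjusted p = 3.3e-10, same test). The cytochrome P450 gene Manes.05G168400 (chromosome 5, 23374848 to 23376761) was at 30.1 ± 6.97 FPKM, at least 132-fold higher. Manes.15G142900, a cupredoxin superfamily protein (chromosome 15, 11069192 to 11070087), was at 55.4 ± 20.9 FPKM, at least 82.4-fold higher. GO enrichment was not analysed here, since no annotation of the whole genome was used.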

We highlight that these analyses are complementary. The former takes an unbiased approach to identify variability within the dataset. The latter, directly looks at genes with maximum expression differences.

OES and FEC tissue are closely related with the latter generated from the former by a simple switch in the basal medium (Taylor *et al*., 2012). FEC tissues are highly disorganized and ultra‐juvenile in nature, consisting of proliferating, sub‐millimeter sized pre‐embryo units from which somatic embryos will regenerate on removal of auxin. Efficacy of FEC production from the OES is genotype dependent and can be challenging in some farmer‐preferred varieties, though this recalcitrance is poorly understood (Liu *et al*., 2011). 

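The map node highest in FEC held 6083 transcripts, of which 3293 were nearer than the median distance. Over those 3293, mean scaled expression was 2.17 in FEC and 0.87 in OES, and 0.04 in SAM, the next sample type. Over all 6083 it was 1.58 in FEC and 0.908 in OES.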

Node 3 transcripts (burnt orange) are highly expressed in both callus samples, but especially the FEC (Fig. 3e). Node 3 transcripts are associated with GO terms related to epigenomic reprogramming (DNA methylation and histone modification). Over 2000 genes were identified as differentially expressed between OES and FEC samples (Fig. 2d; Notes S4). 

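With the test and limits used for leaf and fibrous root, 22927 genes were tested between OES and FEC and 2992 were called, 1579 higher in OES and 1413 in FEC. Counts ranged from 2693 to 3046 with 1 library left out at a time. Of the genes with the largest ratios, Manes.03G142900, oligopeptide transporter 1 (AM560-2 v6.1 chromosome 3, 23899103 to 23904771, 1-based), was at 41.1 ± 23.7 FPKM (SD, n = 3) in FEC, at least 575-fold higher than in OES, with a log2 fold change of 10.22 (standard error 0.87, adjusted p = 3.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Manes.13G044500, annotated as TPR-like (chromosome 13, 4900906 to 4903595), was at 331 ± 125 FPKM in FEC and 0.441 ± 0.245 in OES, 750-fold. Manes.S016400, on an unplaced scaffold, was at 496 ± 855 FPKM in FEC. It rests on as few as 7 fragments in 1 FEC library and was not called by DESeq2. Higher in OES were Manes.10G090000 and Manes.02G187700, both annotated as basic pathogenesis-related protein 1, at 61.6 ± 45.2 and 35.2 ± 24.8 FPKM in OES and at least 233-fold and 135-fold higher, and Manes.05G153500 at 20.5 ± 6.96 FPKM and at least 48.5-fold higher.

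**Figure D6:**
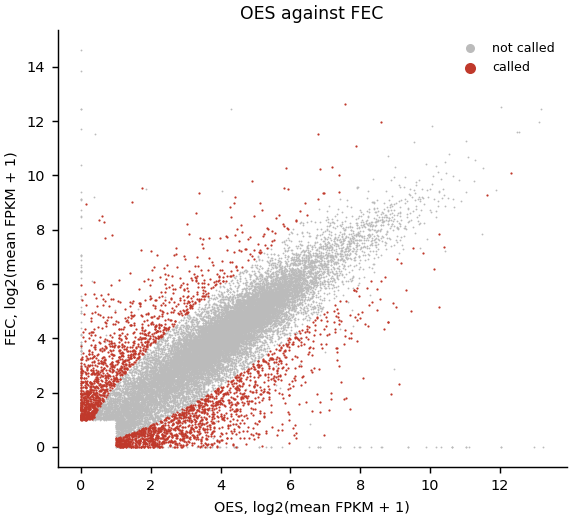
Mean expression in FEC against OES, as log2(mean FPKM + 1), for each gene tested. The 2992 called genes are red.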

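GO terms were not analysed here. The words of the annotation column in Notes S4 give a narrower count, over the 1998 of 2022 listed genes that were available. The words cytochrome P450 occurred at 44 loci, of which 43 were called here, 25 higher in OES and 18 in FEC. Peroxidase occurred at 13 loci, all 13 called here, of which 3 were higher in OES and 10 in FEC.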

Genes up‐regulated in OES tissue are associated with GO tags for heme, iron and tetrapyrrole binding and oxidoreductase activity. By contrast, genes up‐regulated in FEC tissue are associated with sulfur and sulfate transport (Notes S5). 

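The words sulfate transporter, sulfur or sulfite occurred in the annotation of 10 loci of Notes S4, which hold 9 genes. All 10 loci were called over all genes tested, 8 higher in FEC and 2 in OES, and 10 also passed when adjusted over the list alone. The study chose the list on these samples, so neither count is independent evidence. Manes.01G002300, response to low sulfur 4 (AM560-2 v6.1 chromosome 1, 477380 to 477862, 1-based), was at 584 ± 199 FPKM (SD, n = 3) in FEC and 20.1 ± 11.8 in OES, with a log2 fold change of 4.91 (standard error 0.76, adjusted p = 8.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sulfite reductase, Manes.06G163600, was at 348 ± 150 FPKM in FEC and 47.1 ± 7.81 in OES. Of the 6 loci annotated as sulfate transporters, 4 were higher in FEC. Among these, sulfate transporter 1;3 (Manes.02G156000) was at 111 ± 19.7 and 18.5 ± 1.37 FPKM in FEC and OES, and sulfate transporter 3;4 (Manes.11G048000) at 12.5 ± 1.79 and 0.316 ± 0.0945 FPKM. Manes.10G037500, sulfate transporter 4.1, was higher in OES, at 1.44 ± 0.235 against 0.340 ± 0.201 FPKM. It was not called without FEC 1 or with the fold limit on the log2(FPKM + 1) scale. The same fold limit also dropped Manes.03G062900 and Manes.12G021300, both higher in FEC, and the locus of Manes.18G070500 that was higher in OES. Manes.12G021300 was not called by limma with pseudocount 0.01 either. Manes.18G070500 lies on a pair of loci that differ in opposite directions, at 69.1 ± 17.7 FPKM in FEC against 3.14 ± 0.515 in OES on one and 0.387 ± 0.0875 against 2.21 ± 0.0471 on the other, so its direction is uncertain.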

Besides these key differences, our analyses emphasize the overall striking similarity between the two tissue types.

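Among the 55 pairs of sample types, OES and FEC had the sixth fewest differentially expressed genes. Petiole and stem differed in 672 genes, leaf and midvein in 1296, midvein and petiole in 2210, lateral bud and SAM in 2350 and midvein and stem in 2961. At the other end, leaf and RAM differed in 8852 genes (rank 54) and leaf and FEC in 8907 (rank 55).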

What distinguishes storage roots from other subterranean structures is ambiguous. A recent anatomical examination of these structures revealed that roots develop from the cut base of the stem cutting (basal) and from buried nodes (nodal), but that only the nodal roots will develop to form storage roots (Chaweewan & Taylor, 2015). Once initiated the storage roots develop by massive cell proliferation from the cambium to generate the central core that consists largely of xylem parenchyma in which starch is synthesized and stored. Node 1 transcripts (magenta) are highly expressed in the RAM and somewhat in the fibrous root while Node 2 transcripts (lavender) are highly expressed in the storage root suggesting that storage roots exhibit distinct gene expression patterns relative to RAM and fibrous roots. 

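The map node highest in RAM held 7960 transcripts. Mean scaled expression in RAM was 2.45 over the 2877 nearer than the median distance and 1.29 over all 7960. Over the 2877, the next sample types were SAM at 0.20 and fibrous root at 0.14. Fibrous root came second with log2 means in place of FPKM means (0.66), with all transcripts of the node kept whatever their distance (0.43) and with another random seed. The node highest in storage root held 5909 transcripts. Its storage root value was 2.46 over the 3489 nearer than the median distance, with fibrous root next at 0.08 and RAM at -0.52, and 1.98 over all 5909. Stem came second in that node with k-means clustering (0.0687) and with another random seed (0.0715). From these nodes the paper proposes that storage roots have expression patterns distinct from those of RAM and fibrous roots.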

Node 1 transcripts, highly expressed in the RAM and the fibrous root, are enriched for GOs related to translation, proteolysis, and intracellular transport that might be expected for a tissue undergoing growth. Node 2 transcripts highly expressed in the storage root, are associated with zinc ion and phosphatidylinositol binding GO terms. In contrast to differentially expressed gene comparisons for leaf vs fibrous roots, and OES vs FEC, comparison of fibrous and storage roots revealed a significant shift towards gene induction in the former (Fig. 2e; Notes S6). 

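Between storage root (n = 2) and fibrous root (n = 3), 23420 genes were tested and 5353 called, 1518 higher in storage root and 3835 in fibrous root. Fibrous root therefore had 71.6% of the called genes (95% exact Clopper-Pearson interval 70.4 to 72.8%), against 47.2% for FEC in the comparison with OES (45.4 to 49.0%). The share was 57.1% (55.2 to 59.0%) of 2623 genes called with a limit of 10 FPKM in place of 1, and 87.3% of 5988 genes with libraries rescaled to a sum of 1000000. That rescaling moved the median log2 ratio of all tested genes from 0.02 to 0.57. Manes.13G116000, the GH3 gene that was also higher in fibrous root than in leaf, was at least 496-fold higher in fibrous root than in storage root, with a log2 fold change of 13.79 (standard error 1.06, adjusted p = 1.3e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That log2 fold change equals the value against leaf, because both lower sample types had next to no fragments, so only the bound describes its size. Manes.02G007500, cellulose synthase like G3 (AM560-2 v6.1 chromosome 2, 759728 to 763962, 1-based), was at 12.7 ± 3.00 FPKM (SD, n = 3) in fibrous root and at least 101-fold higher there. The cupredoxin gene Manes.15G142900 was at least 99.5-fold higher in fibrous root. In storage root, Manes.14G130800 (no annotation in the supplementary lists) was at 315 ± 103 FPKM (SD, n = 2) against 1.00 ± 1.31 in fibrous root (adjusted p = 7.1e-10, edgeR's quasi-likelihood test). Manes.08G063400 was at 61.4 ± 5.45 FPKM, at least 101-fold higher in storage root, and Manes.08G012200 at 30.1 ± 6.63 FPKM, at least 55.1-fold higher.

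**Figure D7:**
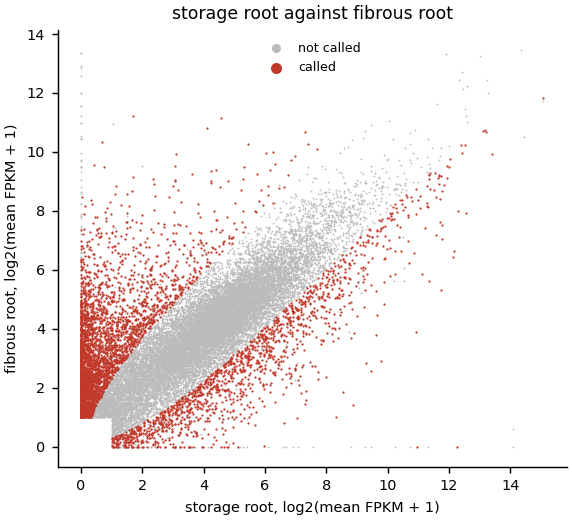
Mean expression in fibrous root against storage root, as log2(mean FPKM + 1), for each gene tested. Of the 5353 called genes, in red, 3835 are higher in fibrous root.

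**Figure D8:**
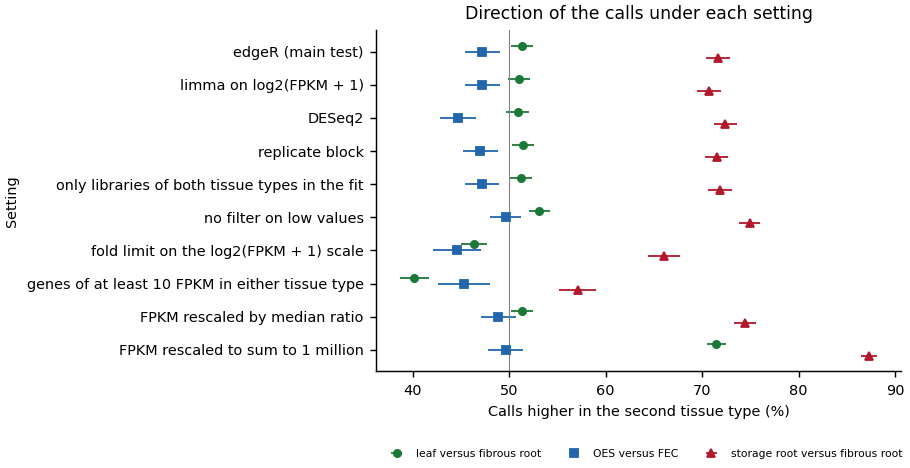
Share of called genes higher in the second sample type of each comparison under each setting, in percent, with 95% exact Clopper-Pearson intervals. For storage root and fibrous root it runs from 57.1% with a limit of 10 FPKM to 87.3% with libraries rescaled to a sum of 1000000.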

Taken together, these data and analyses demonstrate that OES and FEC are highly similar tissue types and suggest that their difference may come mostly from the media on which they are cultured. By contrast, fibrous and storage roots appear as inherently distinct on a transcriptional level.

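Storage root had fewer called genes in its favor in each of its 10 comparisons. These comparisons share the same storage root libraries, so they are not independent of each other. Only that with fibrous root was repeated under other settings. The share of called genes higher in the other sample type ran from 56.3% against FEC to 78.8% against stem. The other sample type had more of the called genes in 9 of the 10 comparisons of FEC, 8 of OES, 7 of SAM and 6 of RAM, but in 4 of fibrous root and 0 of stem. From these data and analyses, the paper proposes that the media account for most of the difference between OES and FEC, and that fibrous and storage roots are distinct in transcription.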

Promoters capable of driving gene expression in one or more defined tissue/organ types are essential for the successful application of biotechnology to improve crop plants. Currently, a limited set of promoters are available to achieve desired expression patterns for cassava *in planta*. For example, the root‐specific patatin promoter from *Solanum tuberosum* has been used to overexpress transgenes that enhance iron and zinc levels in cassava storage roots (Gaitan‐Solis *et al*., 2015; Narayanan *et al*., 2015). De Souza *et al*. (2006, 2009) has characterized the Pt2L4 gene (Manes.09G108300) and confirmed preferential expression in cassava storage roots but also in stems. This previously published expression pattern is consistent with the current dataset (Fig. S2). 

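Manes.09G108300 was at 10865 ± 1259 FPKM (SD, n = 2) in storage root and 3549 ± 1178 FPKM (SD, n = 3) in stem. Petiole (1024 ± 239), fibrous root (982 ± 510), RAM (953 ± 373) and OES (699 ± 104) followed. It was low in leaf (1.94 ± 0.954), midvein (8.17 ± 5.76), lateral bud (23.4 ± 9.80), FEC (31.4 ± 16.996) and SAM (36.1 ± 6.82). Storage root exceeded the mean of the other 30 libraries by 6.41 on the log2(FPKM + 1) scale (exact two-sided permutation test, p = 0.00403, where 496 regroupings allow a smallest p of 0.00202). The 5 libraries of storage root and stem exceeded the other 27 by 5.94 (exact two-sided permutation test over 201376 regroupings, p = 6.95e-05). Both tests regroup single libraries, although replicates of a sample type resemble each other, so their p-values can overstate the evidence.

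**Figure D9:**
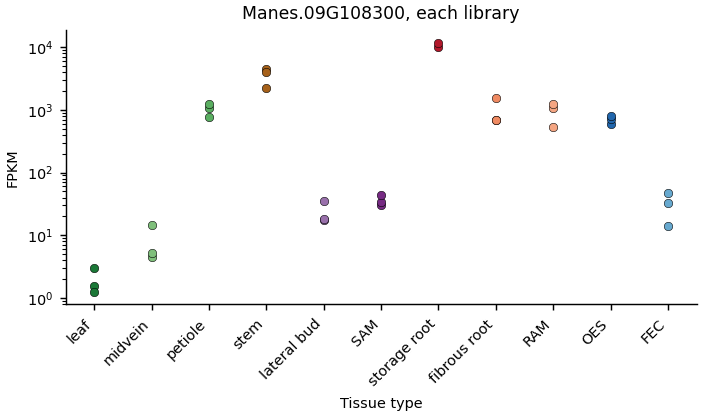
FPKM of Manes.09G108300 in each of the 32 libraries, on a logarithmic axis, by sample type. Both storage root libraries are above all the others.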

To identify cassava promoters capable of specific expression, we queried the dataset for genes expressed in a single sample type, henceforth referred to as uniquely expressed genes. To identify uniquely expressed genes, FPKM values of 1 and 10 were chosen to represent ‘below the limit of detection’ and ‘expressed’, respectively. These cutoffs were determined by investigating read mapping coverage for individual genes within our datasets. An FPKM value of less than one generally correlated with less than 1× coverage across a coding sequence. Genes expressed at greater than 10 FPKM had read mapping across the entire coding sequence. In addition, we choose an expression value of ≥ 300 FPKM as the cutoff for highly expressed genes which encompasses approximately the top 2% of expression values across our dataset. 

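On average over the 32 libraries, 1.47% ± 0.472 (SD) of named loci above 0 FPKM reached 300 FPKM. Among loci of at least 1 FPKM the average was 1.80% ± 0.587.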

Below the limit of detection, expressed, and highly expressed cutoffs within the context of the entire dataset are displayed in Fig. 4(b). Uniquely expressed genes were identified as those expressed at greater than 10 FPKM in one sample, and less than 1 FPKM in all other samples (Fig. 4a). Applying the cutoff criteria, unique gene expression was observed for FEC, fibrous root, RAM and SAM, but not for the other seven samples. 

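With both limits required in every single library, 39 named loci were uniquely expressed. Of these, 17 were in fibrous root, 15 in FEC, 4 in RAM, 2 in SAM and 1 in storage root. The storage root locus, Manes.08G110600, singled out after its values were seen, was at 23.9 ± 2.54 FPKM (SD, n = 2) with a highest value elsewhere of 0.849 FPKM. It did not meet the limits after rescaling to a sum of 1000000, which gave 44 loci in 4 sample types. Limits applied to sample-type means gave 213 loci, with at least 1 in each of the 11 sample types. Leaving out 1 library added 1 locus in a sample type that had none: lateral bud without stem 1, leaf without leaf 2, stem without stem 3 and OES without OES 3. It also moved other counts by over 1.5 times. Fibrous root had 27 loci without fibrous root 1, RAM 8 without RAM 1, SAM 4 without lateral bud 3, and storage root 3 without either of its libraries and 2 without fibrous root 1. The 11 loci of the genes that Fig. 4a shows under these limits met them in every library. In fibrous root, nitrate transporter 2.4 (Manes.11G149900) was at 162 ± 55.5 FPKM (SD, n = 3) and at most 0.265 FPKM elsewhere. The C2H2-type zinc finger Manes.01G176100 was at 42.3 ± 9.20 FPKM in FEC, arabinogalactan protein 20 (Manes.14G018800) at 57.6 ± 47.8 FPKM in RAM, and the PEBP gene Manes.08G024500 at 31.1 ± 5.88 FPKM in SAM. Absence below 1 FPKM is less certain in shallow libraries, where that value stands for few fragments.

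**Figure D10:**
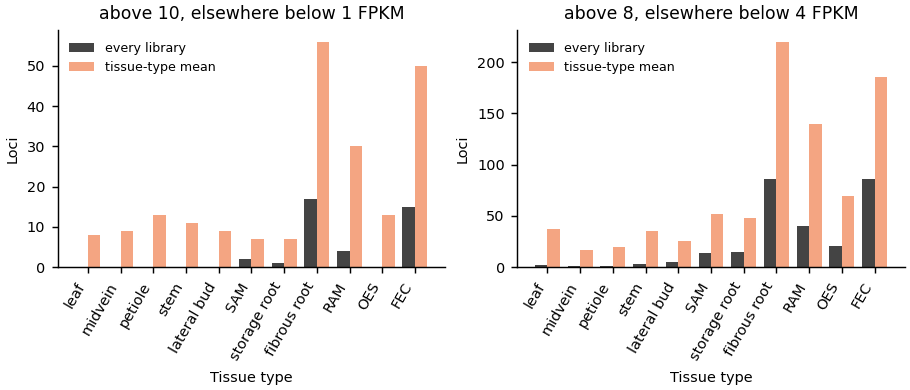
Number of uniquely expressed named loci per sample type under the strict and the relaxed limits, with limits on every library and on the sample-type mean. Under the strict limits on every library, fibrous root has 17 loci and FEC 15.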

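With OFF below 4 FPKM and ON above 8 FPKM in every library, 274 named loci were uniquely expressed. Fibrous root and FEC had 86 each, RAM 40, OES 21, storage root 15, SAM 14, lateral bud 5, stem 3, leaf 2, midvein 1 and petiole 1. Limits on sample-type means gave 849. After rescaling to a sum of 1000000, petiole and stem had 0 loci and storage root 6, so that 9 sample types had at least 1. Single libraries decide several of these counts: storage root had 28 loci without storage root 1, RAM 67 without RAM 1, leaf 7 without leaf 2 and stem 7 without stem 2. Leaf had 4 without leaf 1, leaf 3, midvein 1, midvein 3 or fibrous root 3, and stem 5 without stem 1 or stem 3. Midvein had 2 without petiole 1 or petiole 3, and petiole 2 without midvein 1, stem 2 or stem 3. The genes that Fig. 4a shows under these limits lie on 18 loci, of which 16 met them in every library. Each of the 3 OES genes lies on a pair of loci. Both loci of Manes.13G114400 met the limits, whereas 1 of the loci of Manes.14G116000 reached 20.6 FPKM in SAM 3 and 1 of the loci of Manes.01G265400 was at 1.78 ± 0.577 FPKM (SD, n = 3) in OES. For storage root, S-locus lectin protein kinase Manes.11G007900 was at 30.6 ± 6.23 FPKM (SD, n = 2) and at most 2.97 FPKM elsewhere.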

Using less stringent cutoff FPKM values (OFF < 4; ON > 8), we were able to identify uniquely expressed genes for all additional samples (Fig. 4a). In addition, we considered expression that would be constrained to the major groupings from the dendrogram in Fig. 2. 

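Under the strict limits in every library, 34 named loci were confined to a major class, 5 to the aerial samples, 8 to fibrous root and RAM, and 21 to the embryogenic samples. Without SAM 1, the aerial samples had 8. Limits on the class's sample-type means gave 82. The 9 loci of the genes that Fig. 4a shows for these classes met the limits in every library. The peroxidase Manes.18G095800 ranged from 18.9 to 790 FPKM over the 6 libraries of fibrous root and RAM and was at most 0.669 FPKM elsewhere. Its peroxidase relative Manes.15G018400 reached 0.843 FPKM in storage root 1, the highest value outside that class. The aquaporin-like Manes.02G118300 (AM560-2 v6.1 chromosome 2, 8750875 to 8752508, 1-based) ranged from 49.5 to 484 FPKM over the 6 OES and FEC libraries, with at most 0.272 FPKM elsewhere.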

Storage root was excluded from the subterranean group because of its distinct gene expression patterns (Figs 2b, 3).

In addition to identification of uniquely expressed genes, the data was queried to identify candidate promoters for driving strong gene expression within all surveyed sample types (constitutive). We identified genes that showed expression values of ≥ 300 FPKM across our entire dataset. This analysis resulted in a list of 31 genes (Fig. 5a). 

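A sample-type mean of at least 300 FPKM in all 11 sample types was found for 35 named loci, including the loci of all 31 genes in Fig. 5a. The other 4, chosen for mention after their values were seen, were Manes.05G131800, Manes.13G124700, Manes.14G002100 and Manes.18G142600. They rest on few fragments in some libraries: Manes.05G131800 was at 0 FPKM in midvein 1, and the lowest library of the others had 36, 17 and 4 fragments. Low counts were not confined to these 4, since Manes.S072600 of Fig. 5a had 21 fragments in its lowest library. The paper first kept genes with functional annotations. These 4 have none in the lists used here, which do not cover the whole genome, so that step was not repeated. In every single library, 16 loci reached 300 FPKM. After rescaling to a sum of 1000000 19 loci reached 300 FPKM in every sample-type mean, and by the median ratio 36. Storage root had the highest mean for 14 of the 35 loci and RAM for 13, and midvein had the lowest mean for 13. Of the 35 loci, 4 hold several genes.

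**Figure D11:**
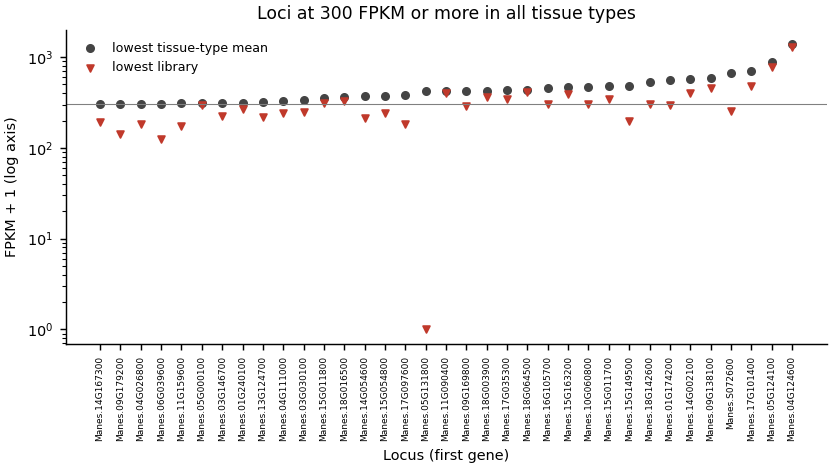
Lowest sample-type mean and lowest single library of each of the 35 loci, as FPKM + 1 on a logarithmic axis. For 16 loci both values reach 300 FPKM.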

In order to test the *in silica* analysis, promoters from five of the 31 putative constitutively expressed genes were cloned and functionally validated by fusing to the *uid*A (GUS) reporter gene. These constructs were expressed transiently in *Nicotiana benthamiana* leaves and stably transformed into cassava FEC cells. Transgenic plantlets were regenerated and stained for GUS expression. At least two independent lines were stained for each construct and in all cases, similar results were observed. Four out of five tested promoters were confirmed to drive GUS expression in the six tested cassava tissue/organ types. One promoter fusion, Manes.11G159600, failed to drive expression in *N. benthamiana*, cassava leaves and midveins for unknown reasons (Fig. 5b, Fig. S3).

**Figure 5:**
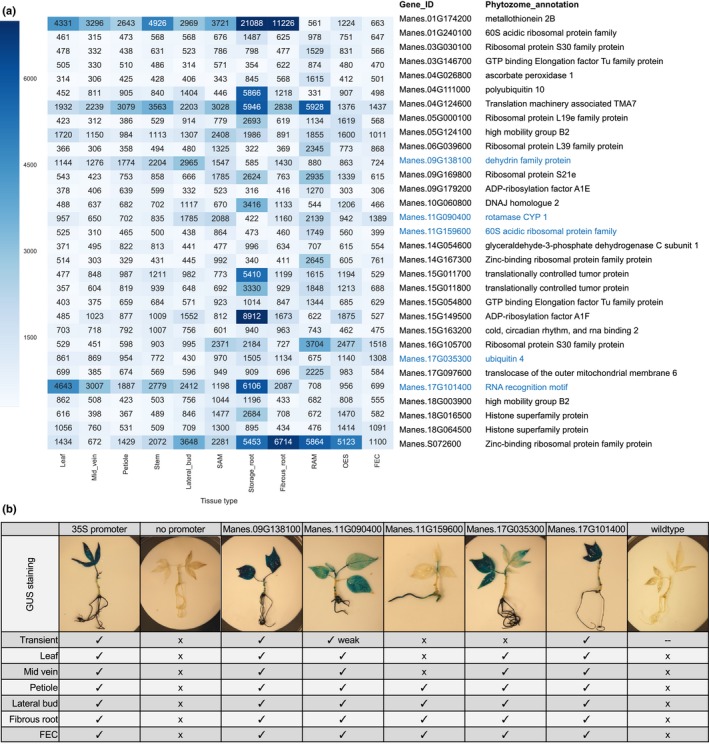
Identification of highly expressed genes in all tissue/organ types. (a) Heatmap displaying expression for 31 annotated genes expressed above 300 FPKM in all samples. Values greater than 7000 are condensed within the heatmap scale. (b) Promoter –GUS reporter gene constructs were stably transformed into cassava plants. Representative images from GUS stained, *in vitro* grown cassava plants are displayed. Expression (check) or no expression (*x*) is indicated below. Note that tissues that were difficult to stain (e.g. stems) or unavailable (e.g. storage roots, organized embryogenic structure (OES)) were not included. ‘Transient’ indicates the results of *Agrobacterium* mediated transient expression within *Nicotiana benthamiana* leaves. Raw data is presented in Supporting Information Fig. S2. Shoot apical meristem (SAM), root apical meristem (RAM), organized embryogenic structure (OES) to friable embryogenic callus (FEC).

A small collection of ‘housekeeping genes’ are routinely used for internal controls in qRT‐PCR experiments such as *GTPb*,* PP2A*, and *UBQ10* (Moreno *et al*., 2011). While these genes are appropriate when comparing multiple samples collected from leaf material, data from the present study show that all three genes display significant variance between sample types (Fig. S4). The datasets described here were queried to identify candidate genes displaying medium level expression with low variance across the sample types. We identified genes with expression greater than 40 FPKM in all replicates with the lowest coefficient of variation in order to normalize for magnitude of expression. Figure S3 shows the top 10 candidates from our analysis in comparison to the three genes previously used. 

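Above 40 FPKM in every library were 962 named loci, with a median coefficient of variation of 49.9% across the 32 libraries. The lowest coefficient was 10.7% and the tenth lowest 18.004%. The lowest belonged to Manes.01G240900, at 52.1 ± 5.57 FPKM (SD, n = 32). Manes.02G019200, Manes.06G073900 and Manes.16G093200, the last at 201 ± 33.5 FPKM (SD, n = 32), are the other single-gene loci among the 10. The remaining 6 hold several genes each, such as the locus of Manes.01G054500 and Manes.01G054600, so the variation of their single genes is unknown. At least 8 of the 10 were shared with the list from any fit that left out 1 library and 9 with the list after median ratio rescaling. The list after rescaling to a sum of 1000000 shared 0, so the ranking depends on how FPKM are scaled. A few loci of high FPKM weigh heavily on that sum, so the difference does not show that the first list is wrong. The genes previously used as controls are not named by identifier in the text and were not analysed here.

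**Figure D12:**
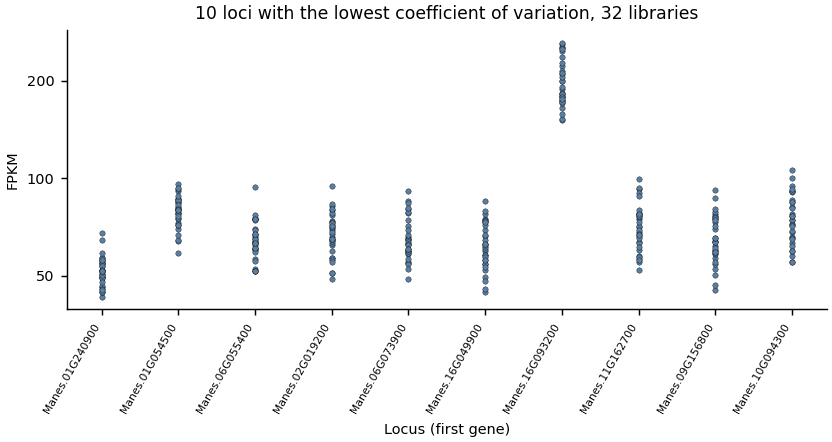
FPKM in each of the 32 libraries, on a logarithmic axis, of the 10 loci with the lowest coefficient of variation among those above 40 FPKM in every library.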

Additional research could adopt a similar approach to identify internal controls appropriate for various biotic and abiotic stress conditions.

To facilitate future analyses, a web application has been developed wherein users can specify a desired gene expression pattern across all sample types and receive a list of candidate genes. This application also allows users to visualize a heatmap of expression values for any gene of interest across each sample type. The queried gene is displayed in the PCA and overlaid SOM nodes. This application can be accessed at: shiny.danforthcenter.org/cassava_atlas/.

## Discussion

To assist cassava improvement efforts, various genomic, transcriptomic and epigenomic resources have previously been described (Prochnik *et al*., 2012; Wang *et al*., 2014, 2015). Additional proteomic and metabolomics resources exist for cassava (Li *et al*., 2010; Uarrota *et al*., 2014; Vanderschuren *et al*., 2014; Uarrota & Maraschin, 2015). Our study provides a unique resource: we characterize the cassava transcriptome across a wide range of sample types. Comparison of gene expression patterns revealed a dramatic similarity between OES and FEC tissue. Storage roots were found to be significantly different from the other root samples, and closer examination of the data suggest that the majority of this difference comes from a lack of gene expression, consistent with the role of this organ as a sink. 

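The number of named loci at 1 FPKM or more was 19699 and 19205 in the storage root libraries, a mean of 19452 ± 349 (SD, n = 2), against 22232 ± 320 (SD, n = 3) in fibrous root. The difference of -2780 loci exceeded the spread between replicates, but an exact two-sided permutation test of 2 libraries against 3 cannot give a p below the 0.1 that it gave. Against all other libraries, the lowest of which had 20786 loci, the exact two-sided permutation test gave p = 0.00202, the smallest possible. At 10 FPKM or more the difference from fibrous root was -588 loci, with p = 0.2 against fibrous root and p = 0.0161 against all other libraries in the same exact tests. The tests against all other libraries regroup single libraries, although replicates of a sample type resemble each other. Their p-values can therefore overstate the evidence for a difference between sample types. From a closer examination of its data, the paper proposes that a lack of gene expression makes up most of the difference of storage roots, and relates it to their role as a sink.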

Our study provides new insight into cassava physiology, and the data will serve as a valuable resource for cassava researchers. In addition, we identify both genes that are constitutively expressed as well as those that are highly specific. While RNAseq has been established as a reliable method of determining expression patterns in most cases (Nagalakshmi *et al*., 2008), we encourage future researchers to perform functional validation on specific genes of interest. The promoters of these genes may be useful for diverse biotechnological applications, including those that seek to alter cassava metabolism and improve the value of cassava as a source of food for a large fraction of the world's population.

## Author contributions

M.C.W. analyzed data and co‐wrote the manuscript. A.M.M. designed experiments and isolated samples for RNAseq analysis and co‐wrote the manuscript. A.W.H. designed experiments and made constructs. J.B. created the shiny application. R.D.C. created transgenic cassava plants. A.V. generated RNAseq libraries. N.J.T. and D.F.V. supervised the study and edited the manuscript. D.H.C. performed statistical analyses and co‐wrote the manuscript. R.S.B. designed experiments, supervised the study, and co‐wrote the paper.

## Supporting information

Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

**Fig. S1** Assessing variation among biological replicates.
**Fig. S2** Gene expression profile for Manes.09G108300.
**Fig. S3** Promoter:GUS fusion expression in *Nicotiana benthamiana*.
**Fig. S4** Identification of constitutively expressed genes and assessment of expression variation across sample type. Click here for additional data file.

**Notes S1** Documentation of data analysis. Click here for additional data file.

**Notes S2** Promoter sequences used for GUS fusions. Click here for additional data file.

**Notes S3** Genes differentially expressed between leaf and fibrous roots samples. 

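The supplementary list holds one line per call of Cuffdiff, counted here as a gene. Each line has the mean FPKM of each sample type, the log2 fold change and an annotation. The part available held 1998 of the paper's 4884 genes. Of these, 1980 (99.1%) were also called here, all 1980 in the same direction.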

Click here for additional data file.

**Notes S4** Genes differentially expressed between OES and FEC samples. 

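Notes S4 has the same columns as Notes S3. Of the 1998 genes available from the paper's 2022, 1072 were higher in OES and 926 in FEC, and 1983 (99.2%) were also called here, all in the same direction.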

Click here for additional data file.

**Notes S5** Genes up‐regulated in FEC tissue. Click here for additional data file.

**Notes S6** Genes differentially expressed between storage roots and fibrous roots. 

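The columns are again those of Notes S3, for storage and fibrous roots. Of the paper's 3486 genes, 1983 were available, of which 559 were higher in storage root and 1424 in fibrous root. Of these 1932 (97.4%) were also called here, all in the same direction.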

Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

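The samples were 32 RNA-seq libraries of cassava cultivar TME 204 from 11 tissue/organ types, with 3 biological replicates each and 2 for storage root. Meristem samples were pools of 6 meristems. All libraries shared a lane, and SAM and RAM differed from the others in RNA kit and fragmentation.

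The authors trimmed reads with Trimmomatic, mapped them with TopHat2 to the AM560-2 v6.1 assembly, built gene models with Cufflinks and Cuffmerge and quantified them with Cuffdiff. For each library the authors deposited FPKM, on library sizes scaled by Cuffdiff. The deposited estimated count of fragments per locus is partly fractional: 79.6% of the values above 0 are whole numbers. A deposited signal of scaled fragments, internal and external, was not used here, nor was the table that repeats the FPKM of all libraries. For its Cufflinks run, the paper states that transcripts under 10 reads were set to 0. The deposited values come from Cuffdiff, a later step. In the files, 207241 values above 0 lie under 10 fragments, and all 207241 have an FPKM above 0, so no such limit is visible in them.

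Fragments on named loci ranged from 4175114 to 24123487 per library, and loci without a gene name took 1.73% to 5.76% of the fragments. Intervals and lower bounds cover counting error only. A count at or under 3 fragments was treated as the floor when a fold change was bounded.

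Calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The plan made in advance assumed FPKM alone and named limma on log2(FPKM + 1) as the test. Since fragment counts were also deposited, edgeR's quasi-likelihood test on the rounded counts was used, and limma was kept as an alternative. The fit held 11 tissue-type means over all 32 libraries, with TMM normalization (factors 0.720 to 1.15) and a common biological coefficient of variation of 0.264. Genes with a mean of at least 1 FPKM in either tissue type were tested, p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p below 0.05 and a ratio of mean FPKM above 4 were called. Each standard error is the log2 fold change divided by the square root of the F statistic of the test. Shares of calls carry 95% exact Clopper-Pearson intervals, which describe the count of genes and treat genes as independent.

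Tested on simulated data with 200 changed genes per comparison, at 8-fold, edgeR recovered 98.5%, 99.5% and 97.5% of them in leaf versus fibrous root, OES versus FEC and storage versus fibrous root, with 2, 2 and 7 unchanged genes called. Limma recovered 99.5%, 99.5% and 98%, with 24, 14 and 40 unchanged genes called. The simulated change was larger than the fold limit for calls, so recovery near that limit was not tested. Recovery was not computed by level of expression. The rates therefore do not describe genes of low expression, such as the 2734 calls under 10 FPKM between storage root and fibrous root. Simulated counts need not vary as the real libraries do, so these values do not rank edgeR and limma on the real data.

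JS distances used log10(mean FPKM + 1) profiles over all loci with gene names or without, in base 2, with complete linkage. PCA used FPKM scaled per locus over the loci past an adjusted p of 0.05 in any of the 55 pairwise comparisons. The self-organizing map was written for the purpose, with 4 nodes in a hexagonal 2-by-2 grid, 100 passes and seed 7. Uniquely expressed loci, loci of at least 300 FPKM and loci above 40 FPKM followed the limits in the paper's methods. Single values were compared with exact two-sided permutation tests. Those against all other libraries regroup single libraries and ignore that replicates belong to sample types.

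The genes named in the text follow a rule set in advance: every gene that the paper's text, Fig. 4a or Fig. 5a names; per comparison and direction the 3 called genes with the largest ratio of mean FPKM, of at least 10 FPKM in the higher tissue type, above 0 in the lower one and without overlap between libraries; the genes in Notes S4 annotated with the words sulfate transporter, sulfur or sulfite; and the 10 loci with the lowest coefficient of variation. Genes outside that rule are marked where they appear. The photosystem genes examined in storage root were selected after the data had been seen, by the words photosystem or light harvesting in Notes S3 and a mean of at least 1000 FPKM in leaf.

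Alternatives were other pseudocounts (0.1 and 0.01) and fold scales, other limits on low values, both rescalings of FPKM, fits of the compared tissue types only, the replicate number as a block, limma with and without trend, other bases, profiles and linkage for the distances, other inputs for PCA and map, limits on means, and leaving out each library in turn. DESeq2, distances over named loci only, PCA on loci selected by limma and PCA on tissue-type means were added after seeing the data. Leaving out a storage root library leaves 1, so no calls were made in that case.

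GO enrichment and gene set tests were left out because no annotation of the whole genome was used, and the annotation words come from the supplementary lists, which were available in part. The comparison with published qRT-PCR results, the control genes of Fig. S4 and the reporter assays were not analysed here.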

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

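The tests in this part were chosen only after the result was seen. The paper analysed annotated genes, so loci without a gene name lie outside its results. Under the strict limits for unique expression, 39 such loci were above 10 FPKM in every FEC library and below 1 FPKM in every other library, 0.665% of the 5861 loci without a name, against 0.0458% of the named loci (15 loci). OES had 0, fibrous root 7, storage root 2 and SAM 1. The median of their mean FPKM in FEC was 26.2, with a range from 10.9 to 1750, and the median of the highest fragment count in any other library was 0.

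A candidate explanation is that the other sample types were sequenced with fewer fragments. For 24 of the 39 loci the FEC level would have given at least 10 fragments in every other library, which argues against that explanation for those loci. The other 15 would have had fewer than 10 fragments in some library, so the 29 other libraries were pooled. They held 0 fragments of each of these loci. For 14 this argues against an equal level in all samples hidden by depth (binomial test on pooled fragments, p below 0.05 after adjustment for 5861 loci), while a similar level in a single other sample type was not tested. That binomial test treats fragments as independent and allows for no spread between libraries. For the remaining 1 of the 15 loci, with 3 fragments in FEC, absence and low depth cannot be told apart. Values from a few fragments on short loci are another candidate. They stay open for the 9 loci with fewer than 10 fragments in some FEC library. They also stay open for some of the 30 with at least 10 in every FEC library. Of those 30, XLOC_027721 had a mean of 1416 FPKM from as few as 10 fragments in an FEC library. XLOC_023811 had a mean of 797 FPKM from as few as 14. Over the 39 loci, the median of the lowest FEC count was 88 fragments, which argues against few fragments for loci with such counts. Reads from another organism and gaps in the annotation were not tested, since no genome sequence was used. A biological difference between FEC and the other samples also stays open, as untested.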

How the results depend on the processing

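Across the results and all alternatives, 515 values were computed, of which 452 stayed within the replicate spread or a factor of 1.5, 61 moved and 2 reversed. Of the 515, 393 left out a library, and 21 of those moved. For each result below that moved, the cause was not tested.

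The 2 reversals are shares of calls between leaf and fibrous root that crossed 50% beyond their interval, with the 10 FPKM limit and with the log2 fold limit. Called genes between leaf and fibrous root (7342) fell to 4298 with a limit of 10 FPKM. The share higher in fibrous root (51.3%) was 40.2% with that limit, 46.4% with the fold limit on the log2(FPKM + 1) scale, 53.1% with no filter, and 71.5% after rescaling to a sum of 1000000. Between OES and FEC (2992) the counts were 1315 with the 10 FPKM limit and 1555 with the log2 fold limit. The share higher in FEC (47.2%) was 45.3% and 44.6% under those settings, 49.7% with no filter, 49.6% after rescaling to a sum of 1000000 and 44.7% with DESeq2, added after seeing the data. Between storage root and fibrous root (5353) the counts were 2623 and 3230. The share higher in fibrous root (71.6%) was 57.1% and 66.0% under those settings, 73.3% with limma and pseudocount 0.01, 74.9% with no filter, 87.3% after rescaling to a sum of 1000000 and 74.5% after median ratio rescaling, so fibrous root kept the larger part under each of them.

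With the replicate number as a block, 7318, 2985 and 5315 genes were called, with shares of 51.4%, 47.0% and 71.5%. After removal of the sample-type mean, profiles with the same number had a mean correlation of 0.0301 over 155 pairs of libraries, with 16 above 0.1 and a highest value of 0.310. The 310 other pairs had a mean of -0.0150, with 4 above 0.1 and a highest value of 0.146. Some libraries with the same number therefore deviate together, but not all, so the numbers were not taken to pair the samples.

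With each library left out, the share between leaf and fibrous root ran from 49.3% without fibrous root 3 to 52.2% without leaf 3, and that between storage and fibrous root from 70.8% without fibrous root 3 to 73.3% without fibrous root 2. Without a storage root library 1 remains, so no calls were made.

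Base 10 multiplies every JS distance by the same factor, so it tests no grouping. The JS distance between OES and FEC (0.209) was 0.115 in base 10, 0.287 without the logarithm, 0.202 over loci of at least 1 FPKM and 0.182 over named loci only, an alternative added after seeing the data. That between storage root and fibrous root (0.267) was 0.147 in base 10 and 0.250 over named loci only, and 0.262 to 0.284 with each library left out. The largest distance between replicates (0.185) was 0.101 in base 10, 0.746 without the logarithm and 0.160 over named loci only. The group of storage root in the dendrogram held 2 other sample types. It held 6 without the logarithm, 0 over loci of at least 1 FPKM, 0 over named loci only and 0 with average linkage. With each library left out it ranged from 0, without storage root 1, RAM 2 or RAM 3, to 6, without leaf 2. Variance in the first 4 components (58.9%) was 64.1% on log2(FPKM + 1), 58.0% with all genes above 1 FPKM, 68.6% on sample-type means, added after seeing the data, and 58.6% to 59.8% with each library left out.

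With limits on sample-type means, uniquely expressed loci rose from 39 to 213 in 11 sample types under the strict limits and from 274 to 849 under the relaxed limits, and loci confined to a major class from 34 to 82. The 35 loci of at least 300 FPKM became 16 when every library had to reach the limit and 19 after rescaling to a sum of 1000000.

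Of 66 single loci followed, 15 changed their call in at least 1 alternative, each to no longer meeting its limit. Rescaling to a sum of 1000000 did so for 10, all from Fig. 4a, the fold limit on the log2 scale for 4, and limma with pseudocount 0.01, DESeq2, median ratio rescaling and leaving out FEC 1 for 1 each. Depth limits statements of absence, since a value under 1 FPKM can stand for few fragments in the shallow libraries. Gene sets by annotation were not run, since no annotation of the whole genome was used.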

Differences from the paper's values

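Between leaf and fibrous root, the paper's list in Notes S3 holds 4884 genes and 7342 were called here. Of the alternatives set before the data were examined, the count came within a factor of 1.5 with limma on log2(FPKM + 1) with or without trend (7319 each), limma with pseudocount 0.01 (7237), a limit of 10 FPKM (4298), the fold limit on the log2(FPKM + 1) scale (5010), a fit of both sample types only (7214), the replicate block (7318) and each fit without a library except that without fibrous root 1. It did not with pseudocount 0.1, no filter, or either rescaling. DESeq2, chosen after seeing the values, also came within it (7134).

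Between storage root and fibrous root, the paper's list in Notes S6 holds 3486 genes and 5353 were called here. A limit of 10 FPKM (2623), the fold limit on the log2(FPKM + 1) scale (3230), limma with pseudocount 0.01 (5155) and the fits without fibrous root 2 (5169) or fibrous root 3 (4929) came within a factor of 1.5, and the other alternatives set before the data were examined did not. DESeq2, chosen after seeing the values, gave 5170.

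By direction, the paper's Fig. 2c shows about 2400 genes higher in fibrous root than in leaf, read by eye, against 3769 here. A limit of 10 FPKM (1727), the fold limit on the log2(FPKM + 1) scale (2323) and the fit without fibrous root 3 (3585) came within a factor of 1.5. The paper's Fig. 2d shows about 940 genes higher in FEC than in OES, read by eye, against 1413. The fold limit on the log2(FPKM + 1) scale (693), limma without trend (1392), pseudocounts 0.1 (1398) and 0.01 (1188), the replicate block (1404) and the fits without OES 1 (1326), FEC 2 (1225), OES 2 (1360) or OES 3 (1403) came within it, as did DESeq2, chosen after seeing the values (1249).

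The paper's Fig. 2e shows about 960 genes higher in storage root, read by eye, against 1518 here. A limit of 10 FPKM (1125), the fold limit on the log2(FPKM + 1) scale (1097), pseudocount 0.01 (1375), both rescalings (761 for the sum and 1371 for the median ratio) and the fits without fibrous root 2 (1378) or fibrous root 3 (1438) came within a factor of 1.5, as did DESeq2, chosen after seeing the values (1426). It shows about 2500 genes higher in fibrous root, read by eye, against 3835. The fold limit on the log2(FPKM + 1) scale (2133) and the fit without fibrous root 3 (3491) came within it, as did DESeq2, chosen after seeing the values (3744). For each of these counts by direction, the remaining alternatives set before the data were examined did not.

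The paper states that no gene was uniquely expressed in storage root under the strict limits. Here 1 locus was, Manes.08G110600, and 0 after rescaling to a sum of 1000000. The paper's first 4 components explain 67.3% of the variance, against 58.9% here. The nearest value was 68.6%, with sample-type means in place of libraries, an alternative chosen after seeing the values, and log2(FPKM + 1) gave 64.1%. The paper lists fewer genes of at least 300 FPKM in all sample types than the 35 loci found here. The paper first kept genes with functional annotations, a step that could not be repeated here because no annotation of the whole genome was used. The paper's dendrogram groups storage root with fibrous root and RAM. Complete linkage gave that grouping here, and average linkage, profiles without logarithm and loci of at least 1 FPKM did not.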

Other observations

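The tests of fragment depth and of the most abundant loci in storage root, the tests of merged loci and those of the photosystem genes were chosen only after the result was seen. The other tests in this part were set in advance.

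The calls between storage root and fibrous root lean to fibrous root (71.6%). Rescaling by the median ratio, meant to show whether a few genes take most of the FPKM in storage root, gave 74.5%. The divisors lie between 0.958 and 1.05, so that rescaling hardly changes the deposited values and decides nothing. The 10 most abundant loci held 6.09% and 7.50% of the fragments on named loci in the storage root libraries, against 3.20% to 3.35% in fibrous root, which argues against those 10 loci taking most of the fragments. Of the FPKM on named loci, the top 10 loci held 18.3% in storage root 1 and 12.7% in storage root 2. In the fibrous root libraries they held 13.4% to 14.5%. Larger groups of genes were not tested. The lower number of detected loci was not confined to a single storage root library. The higher of them had 19699 loci at 1 FPKM or more, against 22039 in the lowest fibrous root library. Whether the lean itself holds for each storage root library was not tested, since no calls were made with a single one. Too few fragments from storage root are also argued against: of 13 libraries of other sample types with fewer fragments than both storage root libraries, the lowest had 20786 loci, and petiole 2, the shallowest library, had 21952. Low values near the detection limit are another candidate, since much of the lean lies in genes of low expression. Among genes with at least 10 FPKM in either sample type the share was 57.1%, inside the band set in advance, although its interval of 55.2 to 59.0% excludes 50% and the share between leaf and fibrous root also moved at that limit, from 51.3% to 40.2%. Of 2734 calls under 10 FPKM, 2339 (85.6%) were higher in fibrous root. At their fibrous root level, storage root would have had a median of 39.4 fragments at these genes, and at least 10 at 2162 of them. The median of the highest count found was 2, and 1400 of them had 3 or fewer fragments in both storage root libraries. This argues against a lack of depth as the reason for the low storage root values at most of these genes. A biological difference between the root types stays open, as untested.

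For leaf and fibrous root, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many called genes, namely the real one, and the same held for OES and FEC, 1 of 10. With 10 splits the share cannot be lower than 0.1, so these counts decide nothing. The other splits gave at most 1 called gene. Storage root has 2 libraries, so no such count was made for it.

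Of the 10 loci with the lowest coefficient of variation, 6 hold several genes, against 125 (13.0%) of the 962 loci they were drawn from. Summing several genes on a locus could lower the coefficient of variation. The median coefficient was 44.7% for loci with several genes and 50.4% for the others. Among 10000 random lists matched on mean FPKM, with a median of 47.2%, it lay at percentile 5.39, so the explanation cannot be told apart from chance.

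Of 11 genes annotated as photosystem or light-harvesting components with at least 1000 FPKM in leaf, 9 had a higher mean in storage root than in fibrous root, as many as under each rescaling of FPKM, and 3 were called. The study's Fig. 4a names photosystem genes picked from these libraries, and all 11 were drawn from its list of leaf genes. Photosystem I subunit G, Manes.01G006400, was at 65.3 ± 13.2 FPKM in storage root (SD, n = 2), 10.4 ± 3.00 in fibrous root and 3646 ± 384 in leaf. Leaf material in the storage root libraries is a candidate explanation. It would bring all of these genes at the same share of their leaf level. The highest stood at 1.79% of its leaf level, the median at 0.283% and the lowest at 0.0136%, which argues against leaf material as the whole cause. Own expression of some of these genes in storage root stays open, as untested.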
